# Identification of Tmem10/Opalin as a novel marker for oligodendrocytes using gene expression profiling

**DOI:** 10.1186/1471-2202-9-40

**Published:** 2008-04-25

**Authors:** Angelika Kippert, Katarina Trajkovic, Dirk Fitzner, Lennart Opitz, Mikael Simons

## Abstract

**Background:**

During the development of the central nervous system, oligodendrocytes generate large amounts of myelin, a multilayered insulating membrane that ensheathes axons, thereby allowing the fast conduction of the action potential and maintaining axonal integrity. Differentiation of oligodendrocytes to myelin-forming cells requires the downregulation of RhoA GTPase activity.

**Results:**

To gain insights into the molecular mechanisms of oligodendrocyte differentiation, we performed microarray expression profiling of the oligodendroglial cell line, Oli-neu, treated with the Rho kinase (ROCK) inhibitor, Y-27632 or with conditioned neuronal medium. This resulted in the identification of the transmembrane protein 10 (Tmem10/Opalin), a novel type I transmembrane protein enriched in differentiating oligodendrocytes. In primary cultures, Tmem10 was abundantly expressed in O4-positive oligodendrocytes, but not in oligodendroglial precursor cells, astrocytes, microglia or neurons. In mature oligodendrocytes Tmem10 was enriched in the rims and processes of the cells and was only found to a lesser extent in the membrane sheets.

**Conclusion:**

Together, our results demonstrate that Tmem10 is a novel marker for in vitro generated oligodendrocytes.

## Background

Oligodendrocytes are specialized cells of the central nervous system that produce myelin, a multilayered membrane spirally ensheathing axons and facilitating rapid nerve conduction [1,2]. The development of oligodendrocytes is a gradual process, in which each step of the differentiation process is characterized by stage specific markers [3-6]. Oligodendrocytes originate from oligodendrocyte precursor cells that arise from multiple foci along the neuronal tube and migrate into the future white matter of the brain. After reaching their final position, they develop into mature post-mitotic cells that produce the myelin sheaths [7]. During the progression through the oligodendroglial lineage, the cells loose their migratory and proliferative capacities and undergo dramatic changes in their morphology by the formation of a highly branched network of processes. This transformation is accompanied by the expression of a number of gene products that are highly enriched or even specific to oligodendrocytes such as the myelin basic protein (MBP), proteolipid proteins (PLP/DM20), myelin-associated glycoprotein (MAG), cyclic nucleotide phosphodiesterase (CNP) and the glycolipids, galactosylceramide and sulfatide. The capacity of oligodendrocyte precursor cells to differentiate into oligodendrocytes that express these different gene products is intrinsic to the lineage and occurs even in the absence of neurons [4,8]. Oligodendrocytes need to provide specific sorting and transport mechanisms to enable the synthesis of an extensive amount of myelin membrane in a very short time [3,9]. Since oligodendrocytes must produce myelin at the appropriate time of neuronal development, a number of reciprocal signalling systems are likely to operate to coordinate the organisation of axonal domains and the biogenesis of myelin [10-15]. A number of recent studies have shown that neuronal-derived signalling molecules control the development of myelin-forming glial cells [16-21]. We have recently shown that neurons regulate membrane trafficking in oligodendrocytes [19]. In the absence of neurons, the major myelin protein, PLP, is internalized and stored in late endosomes. After receiving an unknown soluble signal from neurons, oligodendrocytes reduce the rate of endocytosis and increase the retrograde transport of PLP from late endosomes to the plasma membrane. A fraction of PLP is released in association with exosomes [22,23]. Our previous work shows that changes in Rho GTPase activity were responsible for switching between these two modes of transport [24]. Inactivation of Rho GTPase activity reduced the transport of cargo to late endosomes and at the same time increased the mobilization of membrane from late endosomes. We found that a neuronal soluble factor was responsible for the downregulation of RhoA GTPase activity in the oligodendroglial cell line, Oli-neu [24]. The downregulation of RhoA function during morphological differentiation of oligodendrocytes is supported by a number of other studies [18,25]. In this study, we were interested in the transcriptional changes that occur after differentiation of Oli-neu cells by conditioned neuronal medium or by inactivation of Rho GTPase function. This effort led to the identification of the transmembrane protein 10 (Tmem10/Opalin) as a novel marker for oligodendrocytes. The transmembrane protein 10 is known as Tmem10/TMEM10 in mice, rats and humans, with the synonyms TMP10 or HTMP10. Recently four Tmem10 homologs of prosimian species (*Eulemur macaco*, *Lemur catta*, *Microcebus murinus *and *Otolemur garnetti*) have been named Opalin [26]. In this work the human, rat and mouse transmembrane protein 10 will be referred to as Tmem10.

## Results and Discussion

As a cellular model for oligodendrocyte differentiation we use the oligodendroglial cell line, Oli-neu. The advantage of this system is that morphological differentiation of a pure oligodendroglial culture can be triggered synchronously by adding conditioned medium from primary neuronal cultures to the cells. To characterize the gene changes that occur after incubation of Oli-neu cells with conditioned neuronal medium, we used Affymetrix microarrays. Oli-neu cells were incubated for 16 hours with conditioned neuronal medium and compared to untreated parallel cultures. 

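Oli-neu is a mouse oligodendroglial cell line, and the cells used for the arrays stably expressed a fusion protein with EGFP. RNA from cells kept for 16 h in conditioned neuronal medium and RNA from untreated parallel cultures were labelled with different dyes and hybridised together on Agilent 2-colour mouse whole genome arrays. There were 6 such arrays, with the treated RNA in Cy3 on 3 and in Cy5 on the other 3. The channel labels name the treatment as neurons and not as conditioned medium, and the submitters' design text speaks of the presence of neurons. The paper's description is used here, but the labels leave open whether neurons were in the treated cultures. The submitters describe these arrays as technical replicates, and no source used here says that any array came from a separate culture, so the p-values measure the spread between arrays, which may be technical. The authors extracted the intensities, applied a loess normalization and replaced saturated features with data from a scan at low gain. The deposited value of a feature on an array is a standardized log ratio of the channels, and on every array these values have a standard deviation of 1. Neither the scaling nor the base of the logarithm is stated, so each value is given here in standard deviations of its array's log ratios (SD units) and not as a fold change. All values below are treated over untreated. The dye-swapped arrays had already been turned to a common direction, in which the genes the study lists as up-regulated were negative, and every sign was therefore reversed here. The direction rests on the tables of the study and is not independent evidence. As deposited, the array medians were -0.0379, -0.0359 and -0.0156 with the treated RNA in Cy3 and 0.0434, 0.0665 and 0.0522 with it in Cy5, and how the arrays were centred is not stated.
Of 44290 features, 41230 had a value on every array and 3060 on none. A single gene was named for 31700 of the measured features, several genes for 47 and none for 9483, and 8251 of the 19087 named genes had more than 1 feature. The number of arrays limits the precision, and the signal over background of each feature is unknown. Across features, which are not independent of each other, arrays of the same dye orientation correlated with r from 0.859 to 0.890 and arrays of opposite orientation with r from 0.249 to 0.296. A dye term was therefore kept in the limma model of each feature. The p-values of this model rest on the spread of arrays within a dye orientation. The SDs printed beside them also hold the difference between the orientations, so these p-values do not measure those SDs. For 28 genes with 1 measured feature, the change printed in the study's tables was compared with the value here (same sign in 27, median ratio 0.844, relative median absolute deviation 0.0578, with single genes far from the median), and at the median ratio the cut-off of 1.7 in the study corresponds to 2.01 SD units. A feature was called at this cut-off together with an adjusted p under 0.05.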

Cell fractions were used to purify mRNA for microarray analysis (the data is available at NCBI Geo accession number GSE10291). Using a 1.7 fold cut-off, we found that 716 genes were up-regulated, whereas 386 genes were down-regulated by conditioned neuronal medium as compared to the control. 

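In conditioned neuronal medium most measured genes of oligodendrocyte differentiation rose. Most of a mixed list of actin genes and targets of SRF and YAP fell, as did most genes of sterol synthesis. The shifts of these lists did not pass limma's camera test with an estimated correlation (adjusted p = 0.094 with an estimated correlation). Olig1 and Olig2, transcription factors of the oligodendrocyte lineage, rose by 5.44 ± 0.24 and 3.93 ± 0.35 SD units (SD, n = 6 arrays, mean of a gene's features), the features of Olig2 lying at 6.36 and 1.51. Id2 and Id4, which inhibit transcription factors of the Olig type, fell by 2.89 ± 0.23 and 2.78 ± 0.55 SD units, and the nerve growth factor receptor gene Ngfr fell by 2.70 ± 0.14. The features of Id2 lay at -6.0, -3.50 and 0.82, so that they did not all fall. The lowest single features were those of the protease inhibitor Serpina3f at -6.43 ± 1.84, of the matrix protein Tinagl1 at -6.38 ± 0.79 and -5.35 ± 0.96, of Id2 at -6.0 ± 0.96 and of the insulin-like growth factor binding protein Igfbp3 at -4.89 ± 0.96.
Of 41 measured genes of myelin and oligodendrocyte differentiation, 26 rose, 8 fell and 7 did not pass (26 and 8 when adjusted over the list alone), with a median of 0.60 SD units. Of 23 genes of oligodendrocyte precursors, among them Olig2 and the Id genes, 14 rose, 7 fell and 2 did not pass (14 and 7 when adjusted over the list alone). In a list of 36 actin genes and targets of the transcription factors SRF and YAP, 26 fell, 6 rose and 4 did not pass (27 and 6 when adjusted over the list alone). Annexin A1 (Anxa1) fell by 4.35 ± 1.64, annexin A2 (Anxa2) by 2.91 ± 0.56 and the cytokine receptor Tnfrsf12a by 3.66 ± 0.17, whereas Amotl2, a target of YAP, rose by 3.07 ± 0.10. Members of these 3 lists stand in the study's tables, as do Atf6 and Nefl of the lists of protein stress and of neurons below, so the directions of these 5 lists are not independent evidence. Of 20 genes of sterol synthesis, 15 fell, 3 did not pass and 2 rose, Hmgcs1 and Sc5d (16 fell when adjusted over the list alone). Mevalonate kinase (Mvk) fell by 1.84 ± 0.58 SD units and farnesyl diphosphate synthase (Fdps) by 1.35 ± 0.37, its features lying at -2.22 and -0.48. Among 28 genes of the unfolded protein and amino acid stress responses, 18 fell, 5 rose and 5 did not pass (18 and 5 when adjusted over the list alone). Manf and Chac1 of this list fell by 1.94 ± 0.29 and 1.91 ± 0.30. Its sensor gene Atf6 rose by 2.90 ± 0.25, and its features lay at 6.26 and -0.46. Of 43 cell cycle genes, 17 rose, 23 did not pass and 3 fell, Ccnd1, Pcna and Tyms (17 and 3 when adjusted over the list alone). The proliferation marker Mki67 rose by 1.72 ± 0.21 SD units and the mitotic motor Kif11 by 1.36 ± 0.12, with features at 3.59, 0.42 and 0.08, and cyclin D1 (Ccnd1) fell by 2.05 ± 0.31. Markers of neurons, the cells that conditioned the medium, moved too, and 16 of 29 rose, 7 fell and 6 did not pass (17 and 7 when adjusted over the list alone). The neurofilament gene Nefl rose by 3.08 ± 0.24 as the mean of features that lie far apart, and the glutamate transporter gene Slc17a7 by 1.73 ± 0.28.
The shifts of these lists against all other genes passed limma's camera test with a preset correlation of 0.01 (adjusted p = 8.0e-06 for myelin, 0.0014 for actin, 0.0018 for sterol synthesis, 0.0063 for the cell cycle, 0.0088 for neurons, and 0.016 for precursors and for protein stress). With an estimated correlation none passed (adjusted p = 0.171 with an estimated correlation for precursors and 0.094 for each of the others). In all, 535 features were called higher and 322 lower, from 388 and 234 named genes, and 852 of these 857 features had the same sign on every array. With the adjusted p alone, 11476 features were higher and 13476 lower, or 60.5% of those measured.

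**Figure D1:**
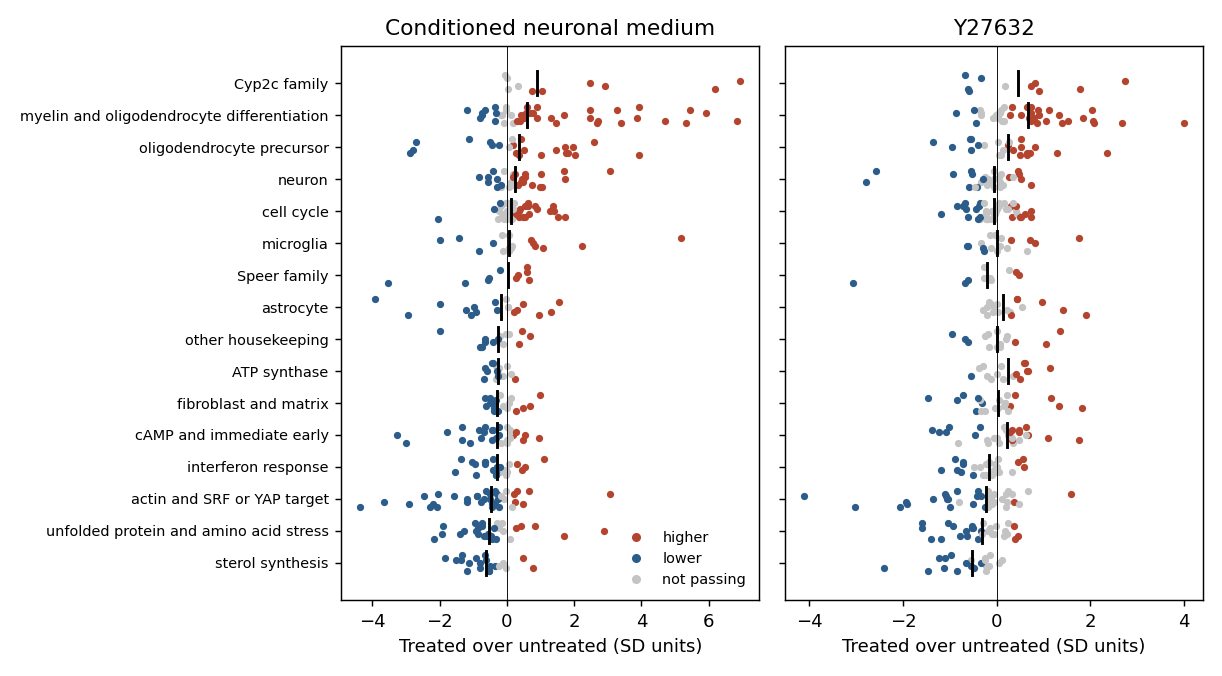
Values of the listed genes in SD units, treated over untreated, in conditioned neuronal medium (left) and with Y27632 (right), each point the mean of a gene over 6 arrays and each bar the median of a list. Points at an adjusted p under 0.05 are red above 0 and blue below 0, and in the left panel the median runs from -0.63 for sterol synthesis to 0.90 for the Cyp2c family.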

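Among features with a gene name, the highest with conditioned neuronal medium after that of Tmem10 belonged to the RNA uridylyltransferase gene Tut7, the chromatin remodeller Chd1 at 8.01 ± 1.55 SD units (SD, n = 6 arrays), the polycomb protein Sfmbt1 at 7.65 ± 0.82 and the signalling protein Wnt2 at 7.56 ± 1.41. Many genes high in this ranking were high at a single feature. The other features of Chd1 lay at 0.28 and 0.13 and that of Sfmbt1 at -0.03, and a feature of the transcription factor gene Crem stood at 7.43 ± 2.38 while its other 5 lay between -1.59 and -0.95. A feature of Nefl stood at 6.41 ± 0.76 beside -0.25 ± 0.59 for its other feature. By contrast, both features of Tmem10, 2 of 3 features of the Rac regulator Chn2 (6.63 ± 0.33 and 6.20 ± 0.88, with -0.34 ± 0.51 for the last) and all 3 of Plekha2, named here after its values were seen, were called higher.
Of the genes listed by the study as most highly induced (Table 1), 56 were measured under a current gene name, and 52 of them had a feature called higher. The 4 without one were Tspyl4, Cd47, E130114P18Rik and Fn1, whose highest features lay at 0.31, 0.98, -0.06 and 0.22. In 36 of the 56 genes there were several features, and exactly 1 was called higher in 28 of these, at least 2 in 5 and none in 3. Over all features called higher whose gene had another feature, 163 of 286 (57.0%, 95% exact binomial interval 51.0 to 62.8) had no other feature of the gene reaching 1.01 SD units, against 61 of 196 among those called lower (31.1%), an odds ratio of 2.93 (Fisher's exact test, 2-sided, p = 2.1e-08, over features, which are not independent). The features are not matched to the probe numbers of the study, so a gene's features cannot be assigned to its transcripts here.

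**Figure D2:**
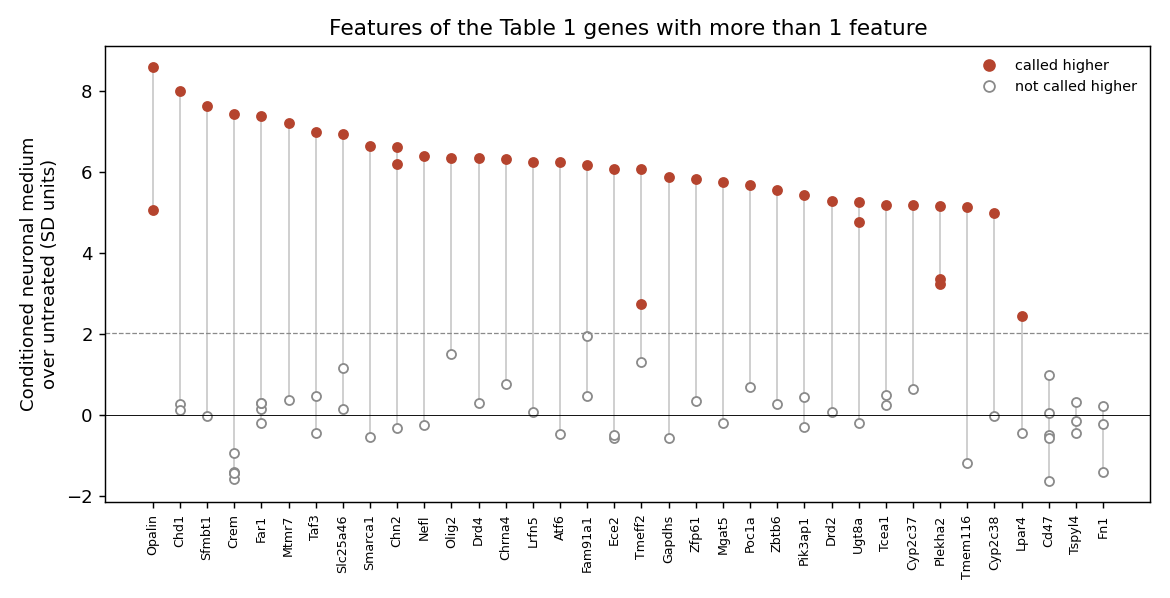
Values in SD units of every feature of the 36 genes of Table 1 that have more than 1 measured feature, with conditioned neuronal medium over untreated as the mean of 6 arrays. Filled points were called higher, the dashed line is the cut-off of 2.01, and in 28 genes only 1 point is filled.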

The eighty most highly induced genes are shown in Table 1. We have previously shown that incubation of Oli-neu cells with conditioned neuronal medium leads to RhoA GTPase inactivation. We, therefore, performed gene expression profiling analysis after treating cells with the Rho kinase (ROCK) inhibitor, Y27632 for 16 hours and compared the transcriptional changes to the ones obtained after incubation with conditioned neuronal medium. 

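RNA of cells treated with Y27632 for 16 h and of untreated parallel cultures was hybridised on 6 further arrays of the same type, again with 3 in each dye orientation. The channel labels name the reference as untreated, as the methods do, whereas the submitters' design text places neurons in both arms and the labels end the compound's number in another digit; the paper's description is used here. These values were standardized in the same way, with array medians of 0.101, 0.0785 and 0.0267 with the treated RNA in Cy5 and -0.0978, -0.101 and -0.0603 with it in Cy3, as deposited. Arrays of the same orientation correlated across features with r from 0.731 to 0.809, but arrays of opposite orientation with r from -0.262 to -0.120, so that over all features the difference between the dyes was larger than that between the treatments. The study names no cut-off for this experiment, and the smallest change in its Table 2, 1.2, was used. Over 12 genes with 1 feature the median ratio of the study's change to the value here was 0.738 (relative median absolute deviation 0.0755), which places this cut-off at 1.63 SD units.
Y27632 lowered features of the matrix protein tenascin C (Tnc) to -5.82 ± 0.74 and -4.45 ± 0.98 SD units (SD, n = 6 arrays), of Serpina3f to -5.67 ± 1.29, of the actin-binding adaptor Sorbs2 to -5.24 ± 1.14 and of the chloride channel protein Clic4 to -4.77 ± 0.95. Among features with a gene name, the highest were those of the nuclear receptor Nr2c2 at 4.67 ± 0.86, of apolipoprotein D (Apod) at 3.99 ± 1.40, of the sulfate transporter Slc26a2 at 3.77 ± 0.40, of the amino acid transporter Slc36a4 at 3.77 ± 1.36 and of the ion transport regulator Fxyd3 at 3.63 ± 0.85. Of the genes of myelin and oligodendrocyte differentiation, 25 rose, 13 did not pass and 3 fell, Mog, Qk and Sirt2 (25 and 4 when adjusted over the list alone), with a median of 0.67. The glial connexin gene Gjc3 was among those that rose, by 2.68 ± 0.93. In the list of actin genes and SRF or YAP targets, 17 fell, 17 did not pass and 2 rose, Axl and Fosl1 (18 and 2 when adjusted over the list alone). The matricellular YAP target Ccn1 fell to -4.12 ± 1.29, the actin-binding gene Tagln2 to -3.03 ± 1.16 and the calponin gene Cnn2 to -2.06 ± 0.47. Of the genes of sterol synthesis, 11 fell, 9 did not pass and 0 rose (12 fell when adjusted over the list alone), among them the sterol sensor gene Insig1 by 2.41 ± 0.29 and the sterol demethylase Cyp51 by 1.47 ± 0.30. Of the genes of protein and amino acid stress, 14 fell, 11 did not pass and 3 rose, Sdf2l1, Sesn2 and Vldlr (15 and 3 when adjusted over the list alone), with the transcription factor Xbp1 at -1.60 ± 1.32, Trib3 at -1.60 ± 0.67 and asparagine synthetase (Asns) at -1.41 ± 0.94. For precursors 11 genes rose and 6 fell, for the cell cycle 8 rose and 11 fell, and for neurons 5 rose and 8 fell, and these shifts did not pass (12 and 7, 8 and 11, and 5 and 8 when adjusted over the list alone; camera adjusted p = 0.273, 0.464 and 0.294). The axonal growth protein gene Gap43 fell by 2.78 ± 0.33 with Y27632. Id2, which fell in conditioned neuronal medium, rose by 1.28 ± 0.57 with Y27632, and Id4 stood at 0.13 ± 0.27 and did not pass.
The shifts passed the camera test for myelin (adjusted p = 6.4e-06), sterol synthesis (5.3e-05), actin (0.0045) and protein stress (0.010), and none passed with an estimated correlation (adjusted p = 0.069 with an estimated correlation for myelin, 0.226 for sterol synthesis and for protein stress, and 0.30 for actin). With Y27632, 344 features were called higher and 458 lower, from 265 and 338 named genes, and 766 of these 802 features had the same sign on every array. With the adjusted p alone the counts were 7918 and 7277. The difference between the treatments itself passed for 16206 of the 41230 features in a model over all 12 arrays, and for 17091 on the scale of the study's tables, since an SD unit is not of the same size in both experiments. Of the lists, the Cyp2c family, cell cycle, myelin and neuron genes were shifted upwards in conditioned neuronal medium against Y27632 (adjusted p = 0.0027, 0.0049, 0.0049 and 0.0067, and 0.059, 0.068, 0.124 and 0.130 with an estimated correlation). For myelin 17 genes were higher and 7 lower in this comparison (20 and 7 on the scale of the study's tables), with a median difference of 0.22 SD units. In SD units, which are not of the same size in both experiments, the median of the list was not higher in conditioned neuronal medium (0.60 against 0.67).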

Interestingly, 70% of the genes that were controlled by both conditioned neuronal medium and by treatment with Y27632 were regulated into the same direction, indicating that these treatments affected the fate of the cells into a common path (Table 2). Some of these genes such as the UDP galactosyltransferase 8a and CNP are known to be upregulated during the progression through the oligodendroglial lineage [4], whereas known housekeeping genes such as the ATP synthase served as internal controls and were not differentially expressed after incubation with conditioned neuronal medium or Y27632 (data not shown). 

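Features called with both treatments numbered 106, of which 36 rose with both, 42 fell with both, 22 fell with conditioned neuronal medium and rose with Y27632, and 6 rose with conditioned neuronal medium and fell with Y27632. The direction was thus the same for 78, or 73.6% (95% exact binomial interval 64.1 to 81.7, over features, which are not independent). Genes lower with both included Serpina3f, Ngfr, with its called feature at -2.65 in conditioned neuronal medium and -1.92 with Y27632, and Anxa2, with a feature at -4.04 and -2.34. Genes higher with both included Aspa, which breaks down N-acetylaspartate (2.89 and 1.88), the sulfatide synthesis enzyme Gal3st1 (2.46 and 2.04) and Bcas1 of early myelinating oligodendrocytes, named here after their values were seen. Genes that moved in opposite directions included Nefl, with its feature at 6.41 in conditioned neuronal medium and -3.33 ± 0.27 (SD, n = 6 arrays) with Y27632, the astrocyte filament gene Gfap, with features at -3.61 and -2.70 against 2.13 and 2.85, and Fxyd3, which fell by 4.34 ± 0.95 in conditioned neuronal medium.
If the calls of the treatments were independent, 4.46 features would rise with both, 3.58 fall with both, 2.69 fall and then rise and 5.94 rise and then fall. From the shares of the 106 shared calls that rose with each treatment, 49.0% would have the same direction. Over all measured features 56.7% had the same sign, and the values of the treatments correlated with r = 0.163 across features. Of the 78 features with the same direction, 42 differed between the treatments in SD units at an adjusted p under 0.05, and 51 did on the scale of the study's tables. Among 53 genes of Table 2 that were measured, 49 had a feature called in the same direction with both treatments. The sources do not state whether both experiments used the same untreated RNA, in which case part of the excess may come from the shared control. From the shared direction of most of these genes, the paper proposes that both treatments directed the cells onto a common path.

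**Figure D3:**
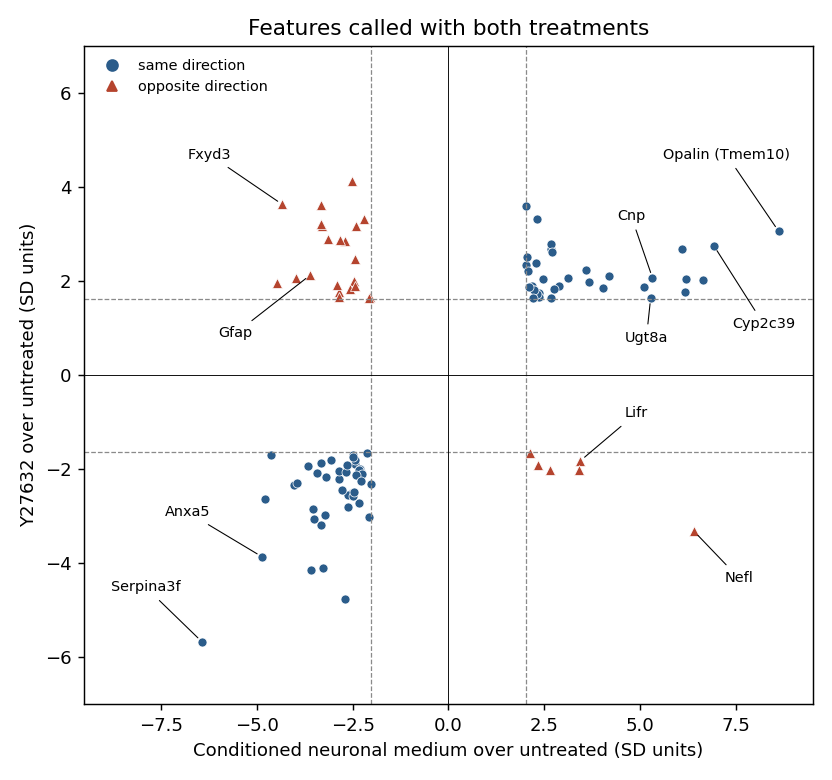
Mean values in SD units over 6 arrays of the 106 features called with both treatments, conditioned neuronal medium on the horizontal axis and Y27632 on the vertical axis, with dashed lines at the cut-offs. The 78 blue circles lie in the quadrants of the same direction and the red triangles in those of opposite directions.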

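The UDP galactosyltransferase gene Ugt8a, whose enzyme makes galactosylceramide, and Cnp, which encodes the myelin enzyme CNP, rose with both treatments. The feature of Cnp stood at 5.32 ± 0.34 SD units (SD, n = 6 arrays, adjusted p = 4.1e-10 from limma) in conditioned neuronal medium and at 2.07 ± 0.50 (adjusted p = 1.2e-05) with Y27632. The strongest feature of Ugt8a stood at 5.28 ± 0.24 (adjusted p = 1.2e-09) and at 1.63 ± 0.42 (adjusted p = 8.0e-05), a further feature at 4.78 ± 0.50 and 1.31 ± 1.22, and the last at -0.20 ± 0.26 and -0.32 ± 0.56. The value of 1.63 lies at the cut-off for Y27632, and the call was lost at 1.62 with each array centred on its median, at 1.58 with another scaling of the arrays, without replicate 1, 2 or 6 (1.59, 1.56 and 1.51) and on the arrays with the treated RNA in Cy5 (1.46). Other genes of the lineage did not all follow. Myelin basic protein (Mbp) fell in conditioned neuronal medium by 1.19 ± 0.27 as the mean of 3 features, and with Y27632 it stood at -0.36 ± 0.66 (adjusted p = 0.055). The myelin-associated glycoprotein gene Mag rose by 0.43 ± 0.32 and 0.51 ± 0.23, and the lineage factor Sox10 by 0.89 ± 0.45 and 0.67 ± 0.35, the features of Sox10 lying apart (1.44 and 0.34 in conditioned neuronal medium, 1.82 and -0.47 with Y27632). Myelin oligodendrocyte glycoprotein (Mog) stood at -0.09 ± 0.13 in conditioned neuronal medium and fell by 0.43 ± 0.45 with Y27632.
Of the genes of the mitochondrial ATP synthase and its assembly, 16 were measured, and none reached the cut-off with either treatment. With the adjusted p alone, 7 fell and 1, Atp5a1, rose in conditioned neuronal medium, while 7 rose and 1, Dmac2l, fell with Y27632 (7 and 1, and 8 and 1, when adjusted over the list alone). Of all 19087 genes, 12272 passed in this way in conditioned neuronal medium and 7639 with Y27632. The largest fall in conditioned neuronal medium was that of Atp5pb by 0.67 ± 0.26 SD units (95% interval -0.88 to -0.46), and the largest rise with Y27632 was that of Atp5e by 1.14 ± 0.99 (95% interval 0.73 to 1.55). The medians of the list were -0.28 and 0.24, and neither shift passed the camera test (adjusted p = 0.165 and 0.238). In the limma fit without a dye term, 2 of these genes passed for conditioned neuronal medium and 0 for Y27632. Of 15 other housekeeping genes, 8 fell and 3 rose in conditioned neuronal medium, with the transferrin receptor gene Tfrc falling by 1.98 ± 0.84, and 3 fell and 3 rose with Y27632, with Polr2a rising by 1.35 ± 0.78 (the same counts when adjusted over the list alone).

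**Figure D4:**
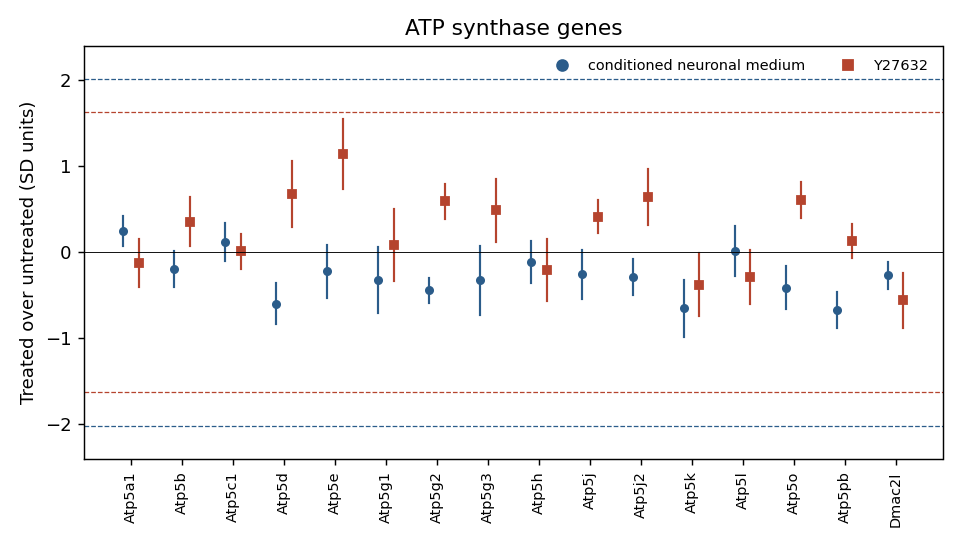
Values of the 16 measured ATP synthase genes in SD units, treated over untreated, as means of 6 arrays with 95% intervals from limma, for conditioned neuronal medium (circles) and Y27632 (squares). All lie inside the dashed cut-offs of 2.01 and 1.63, the farthest being Atp5e at 1.14 with Y27632.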

One so far not characterized, but highly upregulated gene is the brain-specifically expressed, Tmem10 [27]. For our further study, we decided to focus on Tmem10 for a number of reasons. Tmem10 was the strongest up-regulated gene in our analysis of transcriptional changes induced by conditioned neuronal medium and as well highly up-regulated after treatment with Y27632. 

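Tmem10, listed under its current symbol Opalin, had the highest value of all 41230 features in conditioned neuronal medium. This feature stood at 8.61 ± 0.46 SD units (SD, n = 6 arrays, range 8.02 to 9.24, adjusted p = 1.2e-10 from limma). With Y27632 it stood at 3.06 ± 1.16 (range 1.80 to 4.14, adjusted p = 1.2e-06) and ranked at 38 of all features (at 664 on the arrays with the treated RNA in Cy3 and at 67 on those with it in Cy5), with 2.01 on the arrays with the treated RNA in Cy3 and 4.11 on those with it in Cy5. Every array was above 0 in both experiments, and an exact sign-flip permutation test over the 6 arrays gave p = 0.03125 each time, the smallest it allows. The further feature of the gene stood at 5.07 ± 1.19 in conditioned neuronal medium, at rank 85, and at 1.07 ± 0.96 with Y27632, below the cut-off (exact sign-flip permutation test, p = 0.0625).
The feature of Tut7 came next in conditioned neuronal medium at 8.57 ± 1.34, while Tut7's other features stood at 0.45 ± 0.95 and 0.68 ± 1.05. The difference between Tmem10 and Tut7 was 0.04 ± 0.93 SD units, with Tmem10 higher on 3 of 6 arrays (exact sign-flip permutation test, p = 0.9375). Their order followed the dye, for which this test holds no term. Tut7 was higher on each array with the treated RNA in Cy3 (9.16 to 10.19 against 8.80 to 9.24). Tmem10 was higher on each array with it in Cy5 (8.02 to 8.49 against 6.96 to 7.72). The arrays therefore do not settle which of them was higher. Tut7 ranked first after another scaling of the arrays, without replicate 3 or without replicate 4, and on the arrays with the treated RNA in Cy3, where Tmem10 ranked at 6. With Y27632 the feature of Tut7 lay at 0.16 ± 0.63 and did not pass. The paper gives several reasons for choosing Tmem10 for further study, of which its strong up-regulation with both treatments is the one addressed by these arrays.

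**Figure D5:**
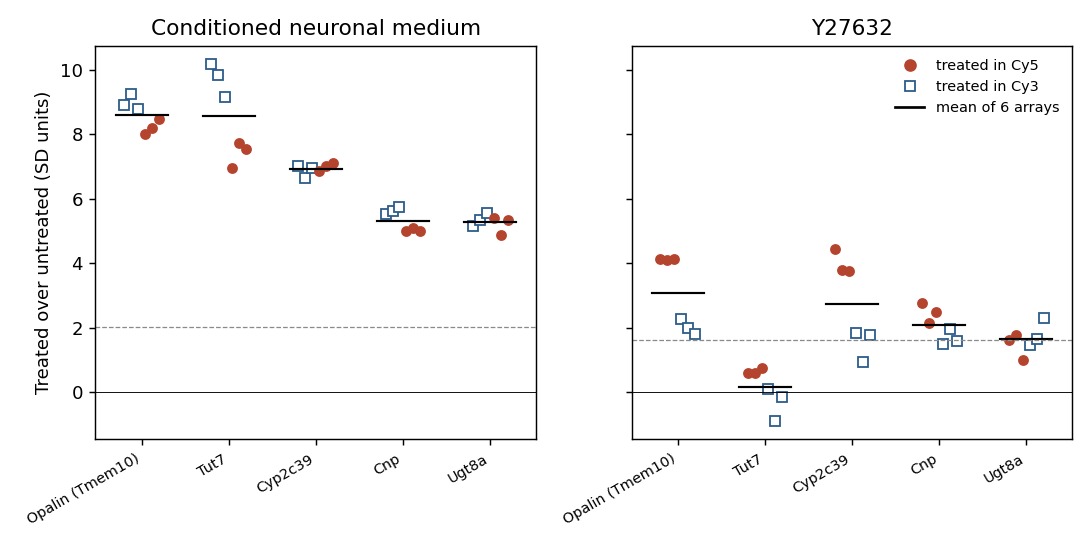
Values in SD units of single features of Tmem10 (Opalin), Tut7, Cyp2c39, Cnp and Ugt8a on each of 6 arrays per treatment, with a bar at the mean and a dashed line at the cut-off. Filled circles have the treated RNA in Cy5 and open squares in Cy3, and with Y27632 the squares of Tmem10 average 2.01 and its circles 4.11.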

The analysis of the average fold up-regulation in both conditions shows that Tmem10 is the most up-regulated gene together with Cyp2c39 (cytochrome P450, family2, polypeptide 39) (Table 3). In addition, a previous microarray analysis identified a 23.75 fold up-regulation of Tmem10 during oligodendrocyte differentiation [28] and *in situ *expression data of Tmem10 in the Allen Brain Atlas  suggested enrichment in the white matter of the brain.

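Averaged over both treatments, Tmem10 was the highest feature at 5.84 SD units and Cyp2c39, a cytochrome P450, came second at 4.84. They were followed among the 36 features that rose with both treatments by the transmembrane protein Tmeff2 at 4.39, by the features of Chn2 at 4.33 and 4.12, by Cyp2c29 at 3.98, Cnp at 3.70, Phyhipl at 3.49, Ugt8a at 3.45 and Bcas1 at 3.16. Cyp2c39 stood at 6.93 ± 0.16 SD units (SD, n = 6 arrays) in conditioned neuronal medium and at 2.74 ± 1.43 with Y27632. Tmem10 exceeded it by 1.68 ± 0.55 in conditioned neuronal medium, on 6 of 6 arrays (exact sign-flip permutation test, p = 0.03125), and by 0.32 ± 0.46 with Y27632, on 5 of 6 arrays (p = 0.125 from the same exact test). On the arrays with the treated RNA in Cy3 alone, the features of Cyp2c39, Chn2 (1.38 and 1.59), Phyhipl (1.09), Bcas1 (1.51) and Cyp2c29 (0.52) lay below the cut-off with Y27632, and that of Cyp2c29 was not called without a dye term either. The lipopolysaccharide binding protein gene Lbp rose to 5.18 ± 0.54 in conditioned neuronal medium and lay below the cut-off with Y27632, at 1.35 ± 0.57. On the scale of the study's tables the averages were 4.76 for Tmem10, 3.94 for Cyp2c39, 3.56 for Tmeff2, 3.55 and 3.37 for Chn2, 3.26 for Cyp2c29 and 3.01 for Cnp.
In the Cyp2c family as a whole, 6 of 10 measured genes rose and none fell in conditioned neuronal medium, with Cyp2c29 at 6.18 ± 0.80 and Cyp2c37 at 2.91 ± 0.24 as the mean of features at 5.18 and 0.63, and 5 rose and 4 fell with Y27632 (the same counts when adjusted over the list alone). The shift of the family passed the camera test in conditioned neuronal medium (adjusted p = 0.0014, and adjusted p = 0.094 with an estimated correlation) and not with Y27632 (adjusted p = 0.294). Several of its members are in the study's tables, so the list is not independent evidence, and the genes are similar in sequence, so that a feature may detect more than its named gene.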

**Table 1:** Top 80 upregulated genes after addition of conditioned neuronal medium to Oli-neu cells

Probe set ID	Fold change	p-value	Gene name	Gene symbol
A_52_P624415	7.12	0.00015	transmembrane protein 10	Tmem10
A_51_P225761	6.96	0.00020	ESTs, no homologies found	
A_52_P225856	6.76	0.00013	ESTs, no homologies found	
A_52_P329250	6.51	0.00000	chromodomain helicase DNA binding protein 1	Chd1
A_51_P304109	6.41	0.00007	cytochrome P450, family 2, subfamily c, polypeptide 39	Cyp2c39
A_52_P160518	6.23	0.00005	Scm-like with four mbt domains 1	Sfmbt1
A_52_P771513	6.22	0.00027	ESTs, no homologies found	
A_52_P61864	6.14	0.00023	wingless-related MMTV integration site 2	Wnt2
A_51_P370640	6.05	0.00013	zinc finger, CCHC domain containing 5	Zcchc5
A_51_P186092	6	0.00017	male sterility domain containing 2	Mlstd2
A_52_P24076	5.95	0.00026	myotubularin related protein 7	Mtmr7
A_52_P448870	5.9	0.00025	RAB26, member RAS oncogene family	Rab26
A_52_P193256	5.81	0.00032	DNA segment, Chr 10, Brigham & Women's Genetics 0791	D10Bwg0791e
A_52_P350750	5.81	0.00017	cholinergic receptor, nicotinic, alpha polypeptide 4	Chrna4
A_52_P391098	5.74	0.00022	cAMP responsive element modulator	Crem
A_51_P127035	5.72	0.00082	RIKEN cDNA 4432405B04 gene	4432405B04Rik
A_52_P600304	5.69	0.00013	RIKEN cDNA 1200007B05 gene	1200007B05Rik
A_51_P448632	5.68	0.00033	RIKEN cDNA C030022K24 gene	C030022K24Rik
A_52_P188593	5.68	0.00017	hypothetical gene supported by AK049058; BC025881	LOC433886
A_51_P359002	5.59	0.00028	ESTs, no homologies found	
A_52_P302587	5.55	0.00021	chimerin (chimaerin) 2	Chn2
A_51_P444502	5.44	0.00029	immunoglobulin kappa light chain variable region Vk23	LOC381783
A_51_P461404	5.42	0.00014	SWI/SNF related, actin dependent regulator of chromatin	Smarca1
A_52_P577329	5.37	0.00021	RIKEN cDNA A230069A22 gene	A230069A22Rik
A_51_P334449	5.37	0.00033	olfactory receptor 50	Olfr50
A_52_P354306	5.32	0.00013	peroxisome biogenesis factor 26	Pex26
A_51_P462978	5.31	0.00033	membrane protein, palmitoylated 2	Mpp2
A_52_P661972	5.3	0.00021	RIKEN cDNA 9230112E08 gene	9230112E08Rik
A_52_P1133703	5.29	0.00014	CD47 antigen (Rh-related antigen)	Cd47
A_51_P169617	5.28	0.00041	TAF3 RNA polymerase II, TATA box binding protein	Taf3
A_51_P339934	5.24	0.00022	neurofilament, light polypeptide	Nefl
A_51_P472113	5.23	0.00060	ESTs, no homologies found	
A_51_P262563	5.22	0.00031	ESTs, no homologies found	
A_51_P284486	5.2	0.00030	glutathione S-transferase, mu 2	Gstm2
A_51_P103706	5.17	0.00054	cytochrome P450, family 2, subfamily c, polypeptide 29	Cyp2c29
A_52_P223626	5.17	0.00011	oligodendrocyte transcription factor 2	Olig2
A_51_P392209	5.17	0.00019	zinc finger protein 482	Zfp482
A_51_P283499	5.17	0.00022	dopamine receptor 4	Drd4
A_52_P229052	5.17	0.00019	transmembrane prot. with EGF-like and two follistatin-like	Tmeff2
A_52_P337910	5.15	0.00015	RIKEN cDNA E130114P18 gene	E130114P18Rik
A_51_P129108	5.11	0.00019	activating transcription factor 6	Atf6
A_51_P393934	5.11	0.00028	CD82 antigen	Cd82
A_51_P413005	5.08	0.00021	chimerin (chimaerin) 2	Chn2
A_51_P394574	5.05	0.00019	ESTs, no homologies found	
A_51_P478003	5.04	0.00046	poly(A) polymerase gamma	Papolg
A_52_P516733	5.02	0.00086	DNA segment, Chr 15, ERATO Doi 621, expressed	D15Ertd621e
A_52_P127776	5.01	0.00030	ESTs, no homologies found	
A_52_P384479	4.95	0.00014	leucine rich repeat and fibronectin type III domain	Lrfn5
A_52_P118323	4.93	0.00042	ESTs, no homologies found	
A_52_P685963	4.91	0.00041	tenascin R	Tnr
A_52_P313068	4.83	0.00016	RIKEN cDNA 8030462N17 gene	8030462N17Rik
A_51_P489107	4.83	0.00013	pleckstrin homology domain-containing, family A, memb. 2	Plekha2
A_51_P454008	4.82	0.00027	lipopolysaccharide binding protein	Lbp
A_52_P418956	4.81	0.00059	RIKEN cDNA 4933431E20 gene	4933431E20Rik
A_51_P244453	4.8	0.00059	potassium channel tetramerisation domain containing 3	Kctd3
A_51_P342206	4.79	0.00890	cytochrome P450, family 2, subfamily c, polypeptide 38	Cyp2c38
A_51_P270899	4.78	0.00019	zinc finger protein 61	Zfp61
A_52_P370162	4.78	0.00034	G protein-coupled receptor 23	Gpr23
A_52_P356170	4.77	0.00024	glyceraldehyde-3-phosphate dehydrogenase, spermatogenic	Gapdhs
A_51_P130254	4.75	0.00021	pleckstrin and Sec7 domain containing 3	Psd3
A_51_P363461	4.73	0.00022	ESTs, no homologies found	
A_52_P502838	4.72	0.00033	mannoside acetylglucosaminyltransferase 5	Mgat5
A_51_P494122	4.69	0.00050	RIKEN cDNA 1810009K13 gene	1810009K13Rik
A_52_P285194	4.69	0.00021	ESTs, no homologies found	
A_51_P169087	4.67	0.00035	ESTs, no homologies found	
A_51_P506822	4.65	0.00015	UDP galactosyltransferase 8A	Ugt8a
A_52_P164709	4.64	0.00030	WD repeat domain 51A	Wdr51a
A_51_P226269	4.62	0.00022	RIKEN cDNA 1190002H23 gene	1190002H23Rik
r60_a9	4.55	0.00003	fibronectin 1	Fn1
A_51_P111233	4.49	0.00013	dopamine receptor 2	Drd2
A_52_P265556	4.49	0.00042	predicted gene, ENSMUSG00000056850	ENSMUSG00000056850
A_52_P417654	4.47	0.00022	transcription elongation factor A (SII) 1	Tcea1
A_52_P625249	4.44	0.00021	cytochrome P450, family 2. subfamily c, polypeptide 37	Cyp2c37
A_52_P603038	4.44	0.00021	oligodendrocyte transcription factor 1	Olig1
A_51_P199199	4.42	0.00024	phosphoinositide-3-kinase adaptor protein 1	Pik3ap1
A_52_P510706	4.41	0.00030	DnaJ (Hsp40) homolog, subfamily A, member 2	Dnaja2
A_52_P57416	4.39	0.00044	ESTs, no homologies found	
A_52_P322639	4.38	0.00031	ESTs, no homologies found	
A_51_P232901	4.37	0.00007	cyclic nucleotide phosphodiesterase 1	Cnp1

**Table 2:** Genes regulated in the same direction after treatment with conditioned neuronal medium (cnm) or Y27632

	**Cnm**		**Y27632**			
Probe set ID	Fold change	p-val	Fold change	p-val	Gene name	Gene symbol
A_52_P624415	7,12	0,00015	2,2	0,00054	transmembrane protein 10	Tmem10
A_51_P304109	6,41	0,00007	2,96	0,00127	cytochrome P450, family 2, subfamily c, polypept. 39	Cyp2c39
A_52_P302587	5,55	0,00021	1,48	0,00111	chimerin (chimaerin) 2	Chn2
A_52_P229052	5,17	0,00019	2,05	0,00067	transmembr. prot. with EGF-like, dom. 2	Tmeff2
A_51_P103706	5,17	0,00054	1,29	0,00429	cytochrome P450, family 2, subfamily c, polypept. 29	Cyp2c29
A_51_P413005	5,08	0,00021	1,43	0,00086	chimerin (chimaerin) 2	Chn2
A_51_P454008	4,82	0,00027	1,37	0,00043	lipopolysaccharide binding protein	Lbp
A_51_P506822	4,65	0,00015	1,25	0,00296	UDP galactosyltransferase 8A	Ugt8a
A_51_P232901	4,37	0,00007	1,47	0,00096	cyclic nucleotide phosphodiesterase 1	Cnp1
A_52_P661327	4,31	0,00018	1,3	0,00029	phytanoyl-CoA hydroxylase interacting protein-like	Phyhipl
A_51_P433194	3,43	0,00024	1,46	0,00218	breast carcinoma amplified sequence 1	Bcas1
A_51_P437079	3,07	0,00013	1,44	0,00068	RIKEN cDNA 5730559C18 gene	5730559C18Rik
A_52_P269003	2,53	0,00062	1,45	0,00147	Neogenin	Neo1
A_51_P259975	2,48	0,00007	1,54	0,00051	aspartoacylase	Aspa
A_52_P493854	2,42	0,0002	2,18	0,00084	potassium channel tetramerisation domain	Kctd4
A_52_P493857	2,39	0,00023	2,31	0,00111	potassium channel tetramerisation domain	Kctd4
A_51_P354354	2,29	0,00032	2,12	0,00172	galactose-3-O-sulfotransferase 1	Gal3st1
A_51_P112308	2,25	0,00014	1,26	0,00057	RIKEN cDNA 1810011O10 gene	1810011O10Rik
A_51_P413721	2,18	0,00025	1,88	0,00036	gap junction membrane channel prot. epsilon 1	Gje1
A_51_P145376	2,12	0,00024	1,48	0,00033	OTU domain containing 7B	Otud7b
A_52_P168953	2,07	0,00037	1,38	0,0073	Versican	Vcan
A_52_P376169	2	0,00016	1,23	0,00125	LY6/PLAUR domain containing 6	Lypd6
A_51_P196596	1,95	0,00022	2,42	0,00046	tripartite motif protein 2	Trim2
A_51_P159453	1,94	0,00026	1,68	0,00202	serine (or cystein) peptidase inhib. 3n	Serpina3n
A_52_P149801	1,92	0,00044	1,9	0,0007	phosphodiesterase 4B, cAMP specific	Pde4b
A_52_P121502	1,87	0,00045	1,34	0,00159	plasma membrane proteolipid	Pllp
A_52_P465012	1,76	0,00081	2,75	0,00029	protein phosphatase 2, SU B (PR 52), beta isoform	Ppp2r2b
A_51_P512119	1,73	0,00067	1,31	0,00255	cDNA sequence AF067063	AF067063
						
A_52_P213932	-4,18	0,00021	-1,85	0,00255	metallopeptidase with thrombospondin type 1	Adamts1
A_51_P426754	-4,17	0,00203	-2,89	0,00059	annexin A5	Anxa5
A_52_P520495	-4,09	0,00022	-3,34	0,0005	vascular cell adhesion molecule 1	Vcam1
A_51_P115462	-3,73	0,00027	-2,57	0,00091	spermatogen. associat. glut. (E)-rich prot. 6, ps 1	Speer6-ps1
A_52_P433119	-3,55	0,00313	-2,14	0,00092	spermatogenesis associat. glut. (E)-rich prot. 2	Speer2
A_51_P183571	-3,31	0,00022	-1,64	0,0013	serine (or cysteine) peptidase inhib. 1	Serpine1
A_52_P62037	-3,18	0,00032	-1,47	0,00052	annexin A2	Anxa2
A_52_P63948	-3,13	0,0002	-2,44	0,00058	cDNA sequence BC048651	BC048651
A_52_P148703	-3,09	0,00013	-1,66	0,00059	fer-1-like 3, myoferlin (C. elegans)	Fer1l3
A_51_P131408	-2,99	0,00014	-1,33	0,00168	tumor necrosis factor receptor superfamily,12a	Tnfrsf12a
A_51_P282584	-2,96	0,0002	-1,39	0,00137	Olfactomedin-like 2B	Olfml2b
A_51_P165342	-2,87	0,00035	-1,84	0,00135	annexin A2	Anxa2
A_52_P518949	-2,84	0,00044	-2,3	0,00035	similar to spermatogen. associat. glut. (E)-rich prot. 2	LOC381612
A_52_P771912	-2,84	0,00019	-2,18	0,00091	lymphocyte antigen 6 complex, locus C	Ly6c
A_52_P360440	-2,81	0,00063	-1,39	0,00052	fer-1-like 3, myoferlin (C. elegans)	Fer1l3
A_51_P182116	-2,79	0,00021	-2,97	0,00033	Down syndrome critical region homolog 1 (human)	Dscr1
A_52_P628885	-2,77	0,00027	-2,25	0,00072	brain and acute leukemia, cytoplasmic	Baalc
A_52_P385546	-2,64	0,0002	-1,32	0,00158	C1q-like 3	C1ql3
A_52_P594584	-2,59	0,00179	-2,09	0,00208	spermatogenesis associat. glut. (E)-rich protein 2	Speer2
A_51_P228472	-2,48	0,00028	-1,94	0,00069	insulin-like growth factor binding protein 3	Igfbp3
A_52_P196732	-2,43	0,00039	-1,57	0,00151	NIMA-related expressed kinase 6	Nek6
A_51_P181595	-2,38	0,00024	-1,77	0,00058	spermatogen. associat. glut. (E)-rich prot. 1, ps 1	Speer1-ps1
A_51_P435023	-2,37	0,00007	-1,44	0,0003	Ras association (RalGDS/AF-6) domain family 1	Rassf1
A_52_P661565	-2,36	0,00034	-3,42	0,00068	chloride intracellular channel 4 (mitochondrial)	Clic4
A_52_P230938	-2,34	0,00082	-2,02	0,00771	lymphocyte antigen 6 complex, locus C	Ly6c
A_52_P93256	-2,25	0,00047	-1,49	0,00054	angiopoietin-like 2	Angptl2
A_51_P384968	-2,18	0,00046	-1,34	0,00158	nerve growth factor recept. (TNFR superfam., m16)	Ngfr
A_52_P427640	-2,14	0,00009	-1,84	0,00035	serine (or cysteine) proteinase inhib. 3m	Serpina3m
A_51_P351896	-2,08	0,00022	-1,29	0,00214	RIKEN cDNA 1110032E23 gene	1110032E23Rik
A_51_P427663	-2,08	0,00022	-1,61	0,00043	calponin 2	Cnn2
A_51_P248441	-2,07	0,00061	-1,23	0,00047	ubiquitin-conjugating enzyme E2G 2	Ube2g2
A_51_P344263	-2,01	0,00079	-1,47	0,00115	brain and acute leukemia, cytoplasmic	Baalc
A_51_P411253	-2	0,00014	-1,73	0,00062	phosphoprotein enriched in astrocytes 15A	Pea15a
A_52_P201206	-2	0,00022	-1,31	0,00102	secernin 1	Scrn1
A_51_P517843	-1,94	0,00697	-1,43	0,00125	GLI pathogenesis-related 2	Glipr2
A_51_P503162	-1,9	0,00064	-1,48	0,00099	Kruppel-like factor 6	Klf6
A_52_P359088	-1,9	0,00704	-1,4	0,00314	solute carrier family 25 (mitochond., phosphat.)	Slc25a25
A_52_P617327	-1,76	0,00042	-1,54	0,00049	Down syndrome critical region homolog 1 (human)	Dscr1
A_52_P403157	-1,73	0,00131	-4,01	0,00029	sorbin and SH3 domain containing 2	Sorbs2
A_52_P246698	-1,72	0,00036	-1,6	0,00091	down-regulated by Ctnnb1, a	Drctnnb1a
A_51_P103819	-1,71	0,00173	-1,2	0,00036	similar to Tribbles homolog 2 (predicted)	RGD1564451_pred.

**Table 3:** Top 10 up-regulated genes co-regulated after treatment with conditioned neuronal medium (cnm) or ROCK inhibitor (Y27632)

	**cnm**	**Y27632**	**(cnm+Y27632)/2**		
Probe set ID	Fold change	Fold change	Avgerage Fold-change	Gene name	Gene symbol
A_52_P624415	7,12	2,2	**4,7**	transmembrane protein 10	Tmem10
A_51_P304109	6,41	2,96	**4,7**	cytochrome P450, family 2, subfamily c, polypept. 39	Cyp2c39
A_52_P302587	5,55	1,48	**3,5**	chimerin (chimaerin) 2	Chn2
A_52_P229052	5,17	2,05	**3,6**	transmembr. prot. with EGF-like, dom. 2	Tmeff2
A_51_P103706	5,17	1,29	**3,2**	cytochrome P450, family 2, subfamily c, polypept. 29	Cyp2c29
A_51_P413005	5,08	1,43	**3,3**	chimerin (chimaerin) 2	Chn2
A_51_P454008	4,82	1,37	**3,1**	lipopolysaccharide binding protein	Lbp
A_51_P506822	4,65	1,25	**3,0**	UDP galactosyltransferase 8A	Ugt8a
A_51_P232901	4,37	1,47	**2,9**	cyclic nucleotide phosphodiesterase 1	Cnp1
A_52_P661327	4,31	1,3	**2,8**	phytanoyl-CoA hydroxylase interacting protein-like	Phyhipl

To begin our characterization of Tmem10 we raised an antibody against the C-terminal part of the protein and performed immunofluorescence analysis on primary cultures of oligodendrocytes. We did not detect Tmem10 on NG2-positive oligodendrocyte precursor cells, whereas pre-oligodendrocytes that were still NG2-positive, but also contained O4 started to express Tmem10 (Fig 1A, B). Higher expression of Tmem10 was identified on NG2-negative and O4-positive or O1-positive oligodendrocytes (Fig 1A, C). Low levels of Tmem10 expression can be detected in A2B5-positive oligodendrocyte progenitors (Fig 1D). Colocalization studies of Tmem10 with MBP indicated that Tmem10 was present in mature oligodendrocytes where it was enriched in the rims and processes of the cells and was found only to a lesser extent in the membrane sheets (Fig. 1E). Comparisons of Tmem10 expression in O4-positive/MBP-negative and MBP-positive cells shows that Tmem10 is redistributed to the rims of the membrane sheets, but the expression level does not change significantly compared to O4-positive oligodendrocytes (Fig 1B).

**Figure 1:**
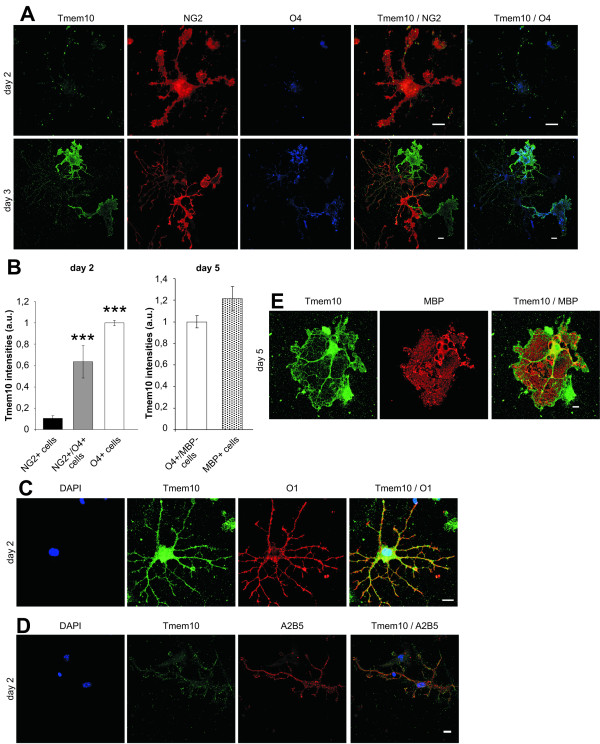
**Tmem10 is expressed during oligodendrocyte differentiation**. **(A) **Primary oligodendrocytes were cultured for 2–3 days and levels of Tmem10 (green) expression were determined by immunofluorescence. The developmental stage of the cells was determined by costaining for NG2 (red) or O4 (blue). **(B) **Quantitative analysis of the Tmem10 immunofluorescence intensities. Values represent the mean ± SEM (n > 20 cells, ***p < 0,001). **(C) **Tmem10 (green) is expressed in O1 (red) positive oligodendrocytes (day 2) and **(D) **Tmem10 (green) is weakly expressed in A2B5 (red) positive cells (day 2). **(E) **Tmem10 (green) localizes to processes and rims of mature oligodendrocytes, expressing MBP (red) (day 5). Scale bars, 10 μm.

Interestingly, double labelling of Tmem10 with GFAP or neuron specific βIII Tubulin showed that Tmem10 could not be detected on GFAP-positive astrocytes or neurons, which are present as a minor cell population in the same cultures, indicating a specific expression of Tmem10 in differentiating oligodendrocytes (Fig. 2A, B). Additionally, we analysed primary cultures of astrocytes and microglia cultures, but could not detect Tmem10 on either of these cell types (Fig. 2C, D).

**Figure 2:**
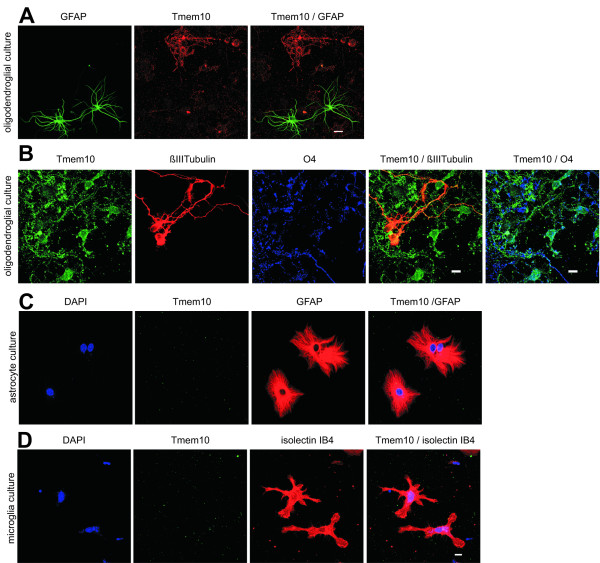
**Tmem10 is not detected on neurons, astrocytes and microglia**. **(A) **Tmem10 (red) is specifically expressed in oligodendrocytes, but absent form GFAP-positive astrocytes (GFAP, green). **(B) **Tmem10 (green) is enriched in oligodendrocytes, labelled with O4 (blue) compared to neurons stained for neuronal βIII Tubulin (red). Tmem10 (green) is not detectable on **(C) **astrocytes (GFAP, red) and **(D) **microglia (stained with isolectin IB_4 _conjugated to Alexa Fluor 568, red) in cultures enriched for these cells types. Scale bars, 10 μm.

The analysis of the primary amino acid sequence of Tmem10 for protein domains and functional sites with InterProScan [29] revealed a predicted signal peptide (amino acid 1–15 in the mouse sequence) and a putative transmembrane domain (amino acid 31–51 in the mouse sequence) (Fig. 3A). To further characterize the protein structure and the membrane orientation of Tmem10, we used N-terminal ECFP- and C-terminal EYFP-fusion proteins of Tmem10. Oli-neu cells were transfected with either of the fusion proteins and live staining was performed at 4°C with anti-GFP antibody to specifically label the proteins at the cell surface. We found that only the N-terminal ECFP-fusion protein was detectable by surface staining, whereas premeabilization of the cells uncovered both fusion proteins (Fig. 3B). These results show that Tmem10, as predicted from its primary amino acid sequence, is a type I membrane protein.

**Figure 3:**
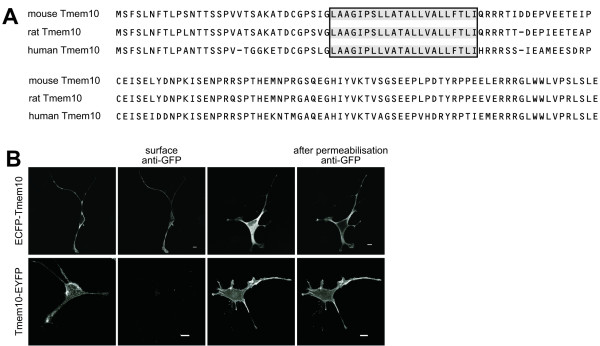
**Tmem10 is a type I transmembrane protein**. **(A) **Alignment of mouse, rat and human Tmem10 amino acid sequence. Black/grey box indicates the predicted position of the transmembrane domain. **(B) **Oli-neu cells were transfected to express either N-terminal ECFP-tagged or C-terminal EYFP-tagged Tmem10. Subsequent staining with anti-GFP antibody was performed either on living, unpermeabilized (surface anti-GFP) or on fixed, permeabilized (after permeabilization anti-GFP) cells. Scale bars, 10 μm.

After ectopic expression of both Tmem10 fusion proteins and an untagged expression construct, we found that it was mainly localized at the plasma membrane with only very little intracellular staining. Tmem10 appeared to be enriched in actin-rich membrane ruffles at the cell surface as shown by its colocalization with rhodamine-phalloidin (Fig 4A). Additionally, comparison of Tmem10 transfected Oli-neu with untransfected control cells shows that our anti-Tmem10 antibody specifically recognizes Tmem10 (Fig 4A).

**Figure 4:**
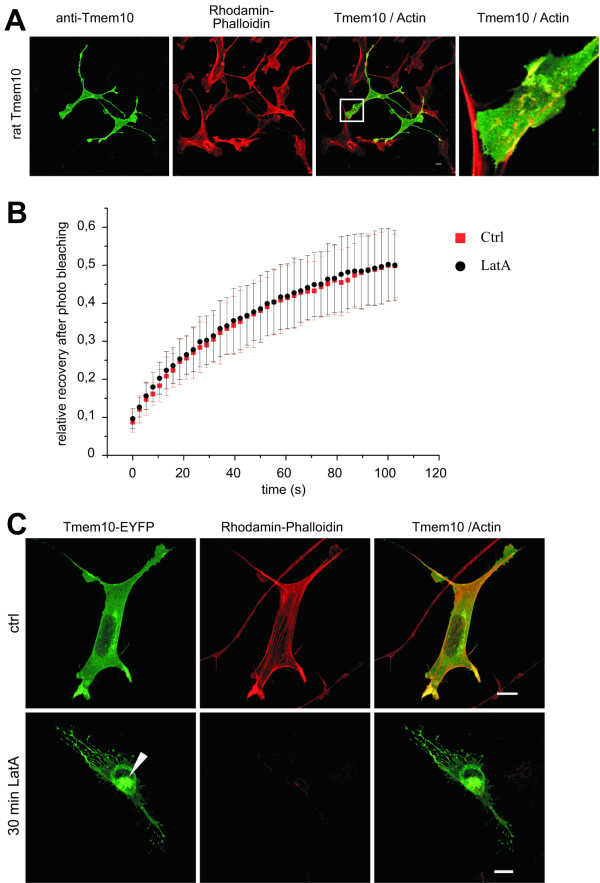
**Tmem10 colocalizes with actin in processes and membrane ruffles**. **(A) **Oli-neu cells were transfected with a plasmid encoding for rat Tmem10 and subsequently stained for Tmem10 (green) and Actin (red) with rhodamin-labelled phalloidin. Note the colocalization of Tmem10 with Actin in processes and membrane ruffles. The absence of Tmem10 labelling in untransfected cells shows the specificity of the generated anti-Tmem10 antiserum. **(B, C) **Oli-neu cells were transfected with Tmem10-EYFP and treated with 2 μM latrunculin A for 30 min 16 h after transfection. **(B) **FRAP was measured by bleaching a squared region of interest within the cell body and fluorescence recovery in this regions was examined. Average FRAP tracings for 15 cells form 2 independent experiments are shown. **(C) **Tmem10-EYFP (green) accumulates in intracellular sites (arrow head) after disruption of the F-actin (red) cytoskeleton with latrunculin A. Scale bar, 10 μm.

To investigate the role of the actin cytoskeleton on the lateral mobility of Tmem10 we performed fluorescence recovery after photobleaching (FRAP) experiments in the presence or absence of the F-actin disrupting drug, latrunculin A. The mobile fraction and the half time of fluorescence recovery did not change after treatment with latrunculin A (Fig 4B), indicating that the lateral mobility of Tmem10 within the plasma membrane is not dependent on a functional cortical actin cytoskeleton. Interestingly, we did observe a redistribution of a fraction of plasma membrane Tmem10 into intracellular sites after treatment with latrunculin A (Fig 4C), suggesting a role of the actin cytoskeleton in keeping Tmem10 at the cell surface.

In summary, we have applied an expression profiling approach to identify genes upregulated during Oli-neu cell differentiation. We used two different experimental approaches – incubation with conditioned neuronal medium or treatment with the Rho kinase (ROCK) inhibitor, Y-27632. This procedure led to the identification of Tmem10, a protein that appears during oligodendrocyte differentiation. In cultured oligodendrocytes, Tmem10 was absent from bipolar precursor cells and started to be expressed after the cells had acquired the O4 epitope.

A previous comparative genome analysis suggested that Tmem10 is a mammalian-specific gene [26]. Interestingly, the comparison of the genome structure of the Tmem10 gene and its flanking region identified an evolutionary conserved region within the first intron that functions as an oligodendrocyte-specific enhancer. This domain contains binding sites for Myt1 and cAMP-response element binding protein (CREB) and the treatment of Oli-neu cells with cAMP enhanced the expression of Tmem10 [26]. Previous studies have already shown that cAMP regulates the expression of several other oligodendroglial-specific genes [30], suggesting a general role for cAMP dependent signalling in the differentiation of oligodendrocytes into myelin-forming cells. Another factor that appears to regulate Tmem10 gene expression was the leukaemia inhibitory factor (LIF) [26], which seems to be released by astrocytes in response to ATP secreted by neurons and to promote myelination by mature oligodendrocytes [31]. Together, these data suggest a function for Tmem10 in an oligodendroglial specific process. Our finding that Tmem10 colocalizes with F-actin in plasma membrane ruffles and in F-actin-rich processes, points to a role in the regulation of the oligodendroglial actin cytoskeleton. This is reminiscent to another oligodendroglial-specific protein, Ermin, which has been implicated in the regulation of cell morphology by modulating the actin cytoskeleton [32]. The localization of Tmem10 to the leading edge of myelin sheets in mature oligodendrocytes suggests a role for Tmem10 in myelin membrane sheet extension. As Tmem10 localizes to the growing tip of the myelin sheet it could also be involved in the process of recognition or adhesion to potential axonal targets. Further analysis will be required to elucidate these issues.

## Conclusion

During the development of the nervous system oligodendrocytes form a highly branched network of processes and several oligodendroglial-specific genes such as Ermin, CNP and Tmem10 are expressed during this process. Gene profiling using microarrays is a useful starting point to identify genes relevant to oligodendrocyte differentiation and myelination [28,33,34]. Functional analysis of these proteins, as performed for CNP [35], will be required to elucidate their exact biological function in the generation of myelin-forming processes.

## Methods

### Cell culture, transfections and immunofluorescence

Primary cultures of mouse oligodendrocytes were prepared as described previously [36]. In brief, cells were plated in MEM containing B27 supplement, 1% horse serum, L-thyroxine, tri-iodo-thyronine, glucose, glutamine, gentamycine, pyruvate, and bicarbonate on poly-L-lysine coated glass-coverslips after shaking. The minor population of neurons and astrocytes which arise together with the oligodendrocytes in the mixed brain cultures were used to assess Tmem10 expression in other cell types. Primary cultures of microglia and astrocytes were prepared as described previously [37]. In brief, microglial cells were shaken off, centrifuged and plated on poly-L-lysine coated coverslips in D-MEM containing 10% FCS, glutamine, penicillin and streptomycin. The remaining astrocytes were trypsinized, centrifuged and plated on poly-L-lysine coated coverslips in D-MEM containing 10% FCS, glutamine, penicillin and streptomycin. The oligodendroglial cell line Oli-neu was cultured as described previously [38]. For microarray experiments we used Oli-neu cells stably expressing PLP-EGFP [19]. Cells were treated for 16 h with conditioned neuronal medium or Y27632 (Calbiochem). Conditioned neuronal medium was obtained from primary cultures enriched in neurons after culturing for 2 weeks and used directly as described previously [24]. Transient transfections were performed using FuGENE transfection reagent (Roche Diagnostics, Basel, Switzerland) according to the manufacturer's protocol. Immunofluorescence was performed as described previously [19]. For surface labelling of ECFP-Tmem10 or Tmem10-EYFP transfected, living cells were incubated with anti-GFP antibody in medium for 10 min at 4°C, washed, fixed and labelled with secondary antibody. Disruption of the actin cytoskeleton was done 16 h after transfection with 2 μM latrunculin A for 30 min at 37°C.

### Antibodies and plasmids

The following plasmids were used: human Tmem10 cDNA C-terminally fused with EYFP or N-terminally fused with ECFP [39] generated from modified pECFP-C1 or pEYFP-N1 expression vectors (Clonetech, Heidelberg, Germany), rat Tmem10 cDNA subcloned in pExpress-1 expression vector purchased form RZPD (Deutsches Ressourcenzentrum für Genomforschung GmbH, Berlin, Germany).

Anti-Tmem10 antiserum was induced in rabbits against the C-terminal Tmem10 sequence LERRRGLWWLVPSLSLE and the affinity purified IgG fraction was used. Peptid synthesis, immunization of the rabbit and affinity purification was carried out by Davids Biotechnology (Regensburg, Germany). Further the following primary antibodies were used: A2B5 (mouse monoclonal IgM, Chemicon (Millipore)), GFAP (mouse monoclonal IgG1; Vision BioSystems Novocastra, New Castle upon Tyne, UK), GFP (rabbit polyclonal IgG; Abcam, Cambridge, UK), MBP (mouse monoclonal IgG1; Sternberger Inc., Lutherville, MD), NG2 (rat IgG) [40], O1 (monoclonal IgM) [41], O4 (monoclonal IgM) [41], Tmem10 (rabbit polyclonal IgG fraction), neuron specific βIII Tubulin (mouse monoclonal IgG1; Promega, Madison, WI). Microglial cells were stained with isolectin IB_4 _conjugated to Alexa Fluor 568 from Molecular Probes (Invitrogen, Carlsbad, CA). Secondary antibodies were purchased from Dianova (Hamburg, Germany) and rhodamin-labelled phalloidin from Molecular Probes (Invitrogen, Carlsbad, CA).

### RNA isolation

RNA isolation was performed using the Trizol (Invitrogen, Carlsbad, CA) method according to the manufacturer's recommendations and stored at -80°C. Afterwards, the samples were DNAse I treated in order to remove genomic DNA contaminations. RNA quality was determined using the Agilent 2100 Bioanalyzer (Agilent Technologies) microfluidic electrophoresis. Only sample pairs with comparable RNA integrity numbers were selected for microarray analysis.

### Experimental design and sample preparation for 2 colour-microarrays

For gene expression profiling, a two-colour 1 × 2 design including a dye swap using 6 arrays was applied, comparing Oli-neu cells stably expressing PLP-EGFP treated for 16 h with conditioned neuronal medium or Y27632, respectively, to untreated parallel cultures.

The samples for hybridization were prepared from total RNA according to the Atlas SMART Fluorescent Probe Amplification Kit (Clonetech-Takara Bio Europe) protocol, except, that the RNA template was hydrolyzed under alkaline conditions before cDNA purification, and the PCR amplification process was monitored and stopped in the exponential phase. Quantity and Cy-dye incorporation rates of the generated target material were assessed using a NanoDrop ND-100. Cy3- and Cy5-labelled cDNA fragments, respectively, were hybridized to Agilent Technologies 44 K Mouse Whole Genome Microarrays (G4112A) for 17 h at 65°C. Post-processing washes were done according to the Agilent Technologies SSPE protocol (v2.1), replacing wash solution 3 by acetonitril, followed by immediate scanning using an Agilent G2505B scanner. Intensity data were extracted using the software 'Automatic Image processing for Microarrays'.

### Statistical analysis

Normalization of the raw intensity data was done with a non-linear loess regression [42].

### Uni- and multivariate designs

Differentially expressed genes were identified by an ANOVA fixed effects model [43]. The resulting P-values were adjusted with the Benjamini-Hochberg method to control the False-Discovery-Rate [44]. Normalization and statistical computation was done for two independent datasets derived from a high gain and a low gain scan, allowing replacement of saturated features in the high gain scan with data from the low gain measurement.

### Sequence analysis

The prediction of the transmembrane domain of Tmem10 was done using the InterProScan algorithm provided at EMBL-EBI [29].

### Microscopy and analysis

Fluorescence images were acquired on a confocal laser scanning microscope (TCS SP equipped with AOBS, Leica) with a 40× or 63× oil plan-apochromat objective (Leica). Image processing and analysis was performed using Meta Imaging Series 6.1 software (Universal Imaging Corporation). Quantification of fluorescence intensities was performed as described previously [19]. FRAP experiments were done as described in [20].

## Authors' contributions

AK carried out cell culture, transfections and immunofluorescence, including microscopy and statistical analysis, performed amino acid sequence alignment, created figures and participated in drafting the manuscript. KT performed cell culture, RNA isolation and sample preparation for gene expression profiling experiments. DF carried out FRAP experiments. LO participated in analysis and presentation of gene expression data. MS developed the design of the study, deduced interpretation of the data and wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

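The deposited values are scores made by the authors, standardized log ratios of the Cy3 and Cy5 channels after image analysis, replacement of saturated features and loess normalization. Each array has a standard deviation of 1, and values are printed in these SD units. All signs were reversed to give treated over untreated. Features carry array numbers and not the probe numbers of the study, and gene names came from the current annotation of the array, with 31906 of 32089 listed probes matched to a gene. The value of a gene is the mean of its features.

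Each experiment was fitted apart in limma 3.58.1 under R 4.3.3, with an intercept for treated over untreated and a dye term, and p-values were adjusted by the Benjamini-Hochberg method over 41230 features or 19087 genes. Every adjusted p for a feature or gene is from limma's moderated fit on 6 arrays, and exact sign-flip permutation tests are given beside Tmem10. Gene lists were tested with limma's camera with a preset correlation of 0.01 and adjusted over 18 lists. The difference between the treatments was fitted on all 12 arrays. Errors after ± are SDs over arrays.

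The model, the thresholds for p, the gene lists and most alternatives were set before the data were examined. The plan took the values for log2 ratios, which they are not, so the scale of the cut-offs was set after the values were seen, by the ratio of the study's tables to the values here. Calls therefore lean on the same tables that they are compared with. The genes named are those in the text of the study on the arrays, those of its Table 3, the 5 highest and 5 lowest called features per treatment, up to 4 genes per list with the smallest adjusted p, and a fixed set of further genes. The values in Tables 1 to 3 of the study were seen before this rule was written, and any other gene named was chosen after its values were seen.

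Among the genes of the fixed set, features of Pdgfra stood at 0.57 and -0.04 SD units in conditioned neuronal medium, of Cspg4 at 1.60 and -0.59, and of Erbb2 at -1.17 and -2.40. With Y27632 they stood at 1.10 and 0.19, 1.11 and -0.41, and 0.44 and -1.42. In simulated data with changes of 0.5, 1, 2 and 4 SD units, the test found 64%, 80%, 96% and 100% in conditioned neuronal medium and 8%, 70%, 96% and 98% with Y27632, and false calls were 6.59% and 4.90% of all calls. The simulated noise was normal and independent between arrays, only 50 features were changed at each size, and no fold cut-off was used. The adjustment then sets the share of false calls, which does not carry over to the real arrays, since these may be technical replicates.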

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

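Of the tests of explanations below, only the splits of the arrays for the difference between the treatments were chosen before the result was seen, and all others after. Among 34 groups of 6 arrays tested for an array far from the others, 2 had one, and chance gives about 1 in 20. They were Lbp in conditioned neuronal medium on array 1, at 6.19 SD units with the nearest at 5.20, and a feature of Ugt8a with Y27632 on array 1, at -1.38 with the nearest at -0.37. In lists that the study does not discuss, or discusses only through single members, the shift against all other genes passed the camera test, with medians in conditioned neuronal medium of -0.63 SD units for sterol synthesis, -0.51 for protein and amino acid stress, -0.47 for actin and SRF or YAP targets, 0.13 for the cell cycle and 0.24 for neurons. With Y27632 they were -0.52 for sterol synthesis, -0.32 for protein and amino acid stress and -0.22 for actin and SRF or YAP targets. With an estimated correlation none of these shifts passed (adjusted p = 0.094 with an estimated correlation for each in conditioned neuronal medium, and 0.226 to 0.30 with Y27632). The medians of odorant, vomeronasal and taste receptor genes, taken as a background, were -0.065 and -0.059.

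For sterol synthesis, 7 of 20 genes passed as lower with both treatments. A dye bias is argued against by the list median, which was below 0 in each dye orientation of both treatments, the highest being -0.55. An origin in a few features is argued against by 69.8% of the measured features of the list lying below 0 with both treatments (30 of 43), beside 31.2% of all features. A shared control RNA stays open and was not tested, as does a response of the cells to both treatments.

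Many features called higher in conditioned neuronal medium stood alone among the features of their gene. Of these, 99.4% reached 1.01 SD units in both dye orientations. They had been called on the mean of both orientations, which makes this outcome likely beforehand, so it decides nothing on a dye bias. Signal that does not come from the named gene stays open, since receptor genes that glia are not expected to use made up 2.39% of all features called higher (95% exact binomial interval 1.15 to 4.36), beside 3.46% of all named features. Of the 163 that stood alone 0 belonged to such genes (upper limit 2.24%), which decides nothing, since they make up only 0.44% of the features whose gene has another feature. Transcript forms detected by only some features stay open too and were not tested. Features also stood alone with Y27632, with no other feature of the gene reaching 0.81 SD units. Where the gene had another feature, they were 101 of 188 called higher (53.7%) and 145 of 320 called lower (45.3%).

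Most features passed in conditioned neuronal medium when no fold cut-off was used. Differences between the hybridised samples that are not expression of the named gene stay open for these small changes, since 52.6% of the features of the same receptor genes passed too, beside 62.0% of other named features. With the cut-off, 1.09% and 2.26% did.

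For the count of called features, the signs of the arrays were turned in all 32 patterns. In conditioned neuronal medium only the real pattern, 1 of 32, gave as many as its 857 features, the highest other being 147, so a chance pattern of signs between these arrays can be excluded, but not a chance difference between the cultures, since the arrays may be technical replicates. With Y27632, 2 of 32 patterns gave as many as its 802. The other pattern turns the 3 arrays of 1 dye orientation, which exchanges treatment and dye in the model. Its 1026 features count the dye difference by construction, so the share of 2 of 32 does not decide on chance. The next highest pattern gave 58, and a chance difference between the cultures is not excluded here either. For the difference between the treatments only the real split, 1 of 100, gave as many as its 16206 features, the highest other being 0. Every other split mixes arrays of both experiments, so this shows that arrays of an experiment resemble each other and does not exclude a chance difference between the cultures.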

How the results depend on the processing

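The alternatives with other scales of the cut-off or of the values were chosen after the values were seen, and the rest before. Among the named features and the list shifts, the only ones checked for it, no called value changed direction. Of the other comparisons, 147 main results stayed the same and 35 moved, 108 list shifts stayed and 12 became weaker, and for named features 1288 stayed, 49 became stronger and 31 weaker. The cause was not tested for any value below, except that fewer arrays or a lower cut-off change counts by construction.

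With no fold cut-off, 11476 features were higher and 13476 lower in conditioned neuronal medium and 7918 and 7277 with Y27632, and 62.5% had the same direction. At a cut-off of 2 on the scale of the study's tables these were 354, 205, 56, 52 and 56.5%, and at 1.7 for both, 98 and 107 with Y27632. The study prints this scale as fold change, but its changes followed the log ratios here more closely as printed than after log2. The relative median absolute deviation was 0.0578 against 0.113 in conditioned neuronal medium and 0.0755 against 0.317 with Y27632. A value of 2 on this scale may therefore not be a 2-fold change. On the arrays with the treated RNA in Cy3, 861 were lower in conditioned neuronal medium, 1322 higher and 1769 lower with Y27632, and 90.4% had the same direction. On those with it in Cy5 the counts were 1021, 730, 1467 and 1447, and the share was 95.5%. Within 1 orientation no dye term can be fitted, so a dye difference enters these counts and shares as a treatment difference. Arrays of the experiments correlated with r from 0.362 to 0.430 in the same orientation and from -0.358 to -0.148 in opposite ones. The cut-offs of 1.7 and 1.2 were also read as linear folds, and their log2 was used on the scale of the study's tables. The counts were then 3381, 2845, 7589 and 6965. With the cut-offs in deposited units they were 848, 515, 977 and 1112, so all counts depend on a scale that the sources do not state.

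On the scale of the study's tables the count of features that differ stayed within 1.5 times. Without a dye term, 7281 features differed between the treatments, and 2 ATP synthase genes passed in conditioned neuronal medium and 0 with Y27632. With features as separate members, 14 ATP synthase features passed in conditioned neuronal medium. With an estimated correlation, 0 list shifts passed in conditioned neuronal medium and 0 with Y27632, against 8 and 4.

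Leaving out each replicate in turn gave 535 to 553 features higher and 316 to 329 lower in conditioned neuronal medium, 335 to 392 and 436 to 513 with Y27632, a share of 70.4 to 75.0%, and 13618 to 14347 features that differ. Tmem10 stood at 8.55 to 8.67 and 3.00 to 3.11, and 6 to 9 and 7 to 9 ATP synthase genes passed. With the replicate number as a replicate block, 18162 features differed, but the same-numbered arrays of the experiments do not pair (r from -0.048 to 0.084 across features) and share only a number. A filter on features with a value on all arrays removed none and tests nothing, and how signal over background limits the calls could not be assessed from these values.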

Differences from the paper's values

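All comparisons below use the scale of the study's tables, which was fitted to those tables after the values were seen. For Cyp2c39 in conditioned neuronal medium the paper's value is 6.41, and the value here is 5.85 (SD 0.14). None of the alternatives set before the data were examined has a value within that SD of the paper's, the nearest being 6.07 with the arrays scaled to a common median absolute value. That SD covers the arrays only, and the ratio that sets the scale scatters between genes by a relative median absolute deviation of 0.0578, so the gap does not separate a difference in the data from an error of the scale. Features could not be matched to the paper's probes, and the feature of a gene with the highest value in conditioned neuronal medium was taken, a choice that favours values near the paper's; other features of the same genes lie lower on this scale, at 4.28 for Tmem10, 1.80 for Phyhipl, -0.28 for Chn2, 2.32 and 1.11 for Tmeff2, and 4.03 and -0.17 for Ugt8a. With this choice, the other values of Table 3 lie within an SD of the paper's for both treatments, and those printed only with decimal commas were compared in the same way. For Cyp2c39 with Y27632 (2.02, SD 1.05) this rests on a wide SD, since its arrays split by dye. They lay at 3.75 to 4.45 SD units with the treated RNA in Cy5 and at 0.92 to 1.82 with it in Cy3. The paper places Cyp2c39 above Tmem10 with Y27632. Here its mean lay below that of Tmem10 (2.26), a gap that did not pass (exact sign-flip permutation test, p = 0.125).

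The paper treats the ATP synthase as not differentially expressed. None of the 16 genes reached the cut-off here, but 8 passed with the adjusted p alone with each treatment, beside 12272 and 7639 of all 19087 genes, and 2 and 0 passed without a dye term. The paper calls Tmem10 the most strongly up-regulated gene in conditioned neuronal medium. It had the highest mean here too, but Tut7, which is not among the gene symbols of Table 1, where some entries have no symbol, could not be told from it over the arrays (exact sign-flip permutation test, p = 0.9375). Their order followed the dye orientation of the arrays. The paper's averages over both treatments put Cyp2c39 level with Tmem10, and here Cyp2c39 lay below it, at 3.94 against 4.76. Of 56 measured genes of Table 1, 52 had a feature called higher, and Tspyl4, Cd47, E130114P18Rik and Fn1 did not. With no fold cut-off, at which 60.5% of all features pass in either direction, the feature of Cd47 at 0.98 is called. Its other features lay at 0.04, -0.51, -0.57 and -1.64, so the gene as a whole is not shown to be higher. The counts of 535 and 322 features use the paper's cut-off on the fitted scale. The paper gives its 716 and 386 as genes, and these numbers are within 1.5 times of the counts of features. The called features came from 388 and 234 named genes, and with 1 value per gene 204 and 136 genes were called. Those counts of genes are not within 1.5 times of the paper's, but the units may be unlike. Table 1 of the paper has a row per probe, with Chn2 repeated and with entries that have no symbol, so its counts may be of probes. The counts of genes here leave out features without a single named gene (418 of the 535 called higher had one) and merge the features of a gene.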

Other observations

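The tests of this part were set before the data were examined. The genes named are only some of the up to 4 per list and treatment with the smallest adjusted p. Others of these, some of which moved the other way, are not printed, so the counts and not the named genes describe a list. Gfap, the filament protein of astrocytes, fell by 2.94 ± 0.72 SD units (SD, n = 6 arrays) in conditioned neuronal medium and rose by 1.91 ± 0.44 with Y27632, the growth factor receptor Fgfr3 fell by 3.91 ± 1.29 and rose by 0.42 ± 0.94, and the glycolytic enzyme Aldoc rose by 1.42 ± 0.23 with Y27632, its features lying at 2.43 and 0.40. Of 18 astrocyte genes 6 rose and 9 fell in conditioned neuronal medium, and 6 rose and 0 fell with Y27632 (the same counts when adjusted over the list alone; camera adjusted p = 0.391 and 0.238). Among immediate early genes, the transcription factor Klf4 fell by 3.26 ± 0.50 and the survival gene Ier3 by 2.98 ± 0.50 in conditioned neuronal medium, whereas the stress factor Atf3 rose with Y27632 by 1.75 ± 1.51. Of 28 genes of this list, of which Crem, Klf6 and Pde4b stand in the study's tables, 5 rose and 16 fell, and 9 rose and 6 fell with Y27632 (5 and 16, and 10 and 6, when adjusted over the list alone; camera adjusted p = 0.0888 and 0.426).

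Of 26 interferon response genes, 4 rose and 15 fell in conditioned neuronal medium and 3 rose and 7 fell with Y27632 (the same counts when adjusted over the list alone; camera adjusted p = 0.0944 and 0.238), and the chemokine gene Cxcl10 fell by 1.54 ± 0.34 and 0.77 ± 0.77. Of 17 microglia genes, 6 rose and 4 fell, and 4 rose and 4 fell (6 and 4, and 4 and 5, over the list alone; camera adjusted p = 0.212 and 0.903), with the lipopolysaccharide co-receptor Cd14 rising by 5.17 ± 0.84 in conditioned neuronal medium and standing at 0.09 ± 0.58 with Y27632. Of 22 fibroblast and matrix genes, of which Fn1 stands in the study's tables, 4 rose and 12 fell, and 5 rose and 6 fell (4 and 12, and 5 and 8, over the list alone; camera adjusted p = 0.254 and 0.994), and the collagen gene Col6a1 rose by 1.82 ± 0.86 with Y27632. Of 10 Speer genes, whose family has members in the study's tables, 5 rose and 5 fell, and 2 rose and 3 fell (5 and 5, and 3 and 3, over the list alone; camera adjusted p = 0.992 and 0.294). Of 1048 receptor genes not expected in glia, 250 rose and 328 fell, and 133 rose and 138 fell (245 and 320, and 112 and 104, over the list alone; camera adjusted p = 0.722 and 0.618). For other housekeeping genes the camera adjusted p was 0.212 and 0.984.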
